A study of Sus scrofa with 20 samples. Its data were reported in "Multi-Transcript Level Profiling Revealed Distinct mRNA, miRNA, and tRNA-Derived Fragment Bio-Signatures for Coping Behavior Linked Haplotypes in HPA Axis and Limbic System" (2021).

How the data were processed

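Hippocampus RNA of 20 German Landrace pigs was measured on Affymetrix porcine Snowball arrays, with 1 array for each animal. The sample labels put 10 animals in the high-reactive (HR) group and 10 in the low-reactive (LR) group, and per the study's methods the animals also differed in their haplotypes at a quantitative trait locus (QTL) for coping behavior on chromosome 12 (SSC12). Replicate numbers only name the arrays and pair nothing. Sex, litter, slaughter day and array batch are not given in the sources used here. The sample titles hold a number whose meaning is not stated, and it was used as a covariate in alternatives.

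The deposited values are log2 probe set values that the authors made with the robust multichip average (RMA), which corrects the background, makes the distributions of the arrays equal and summarises the probes of each probe set. Scanning used GCOS 1.1.1 per the submitters' processing notes, and RMA was run in Affymetrix Expression Console per the methods. RMA sets the arrays on 1 common distribution, so a shift shared by most transcripts of an array cannot be seen. RMA also draws small differences of dim probe sets together. The study applied detection calls and kept detected transcripts, but the table held all 47845 probe sets and the detection calls were not used here. The values ran from 0.687 to 14.4, and the array medians lay between 5.48 and 5.57. Arrays carry no read depth, and the number of arrays limits the precision.

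The 123 control probe sets were left out, and of the other 47722 the brighter ones were kept, with a mean over all arrays above the median of these means of 5.53. This left 23861 probe sets. In the platform annotation used here 26426 probe sets carried 1 gene symbol, 0 carried several and 21296 carried none. Of the kept probe sets 16478 had a symbol, for 10313 genes, and 7383 were tested without a name. Symbols are those of the annotation and some are old. A few symbols were attached to many probe sets, such as GET4 with 68 and RPL19 with 74, and values of these genes are uncertain. Positions came from the Sscrofa 11.1 annotation, where 10114 genes matched by symbol, 170 by synonym and 29 not at all. 0 columns of samples were left unused.

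HR and LR were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with two-sided moderated tests and Benjamini-Hochberg adjustment over all kept probe sets at 0.05. Gene lists were tested with camera at a preset correlation of 0.01 over 1 probe set per gene, the one with the highest mean, for lists of at least 3 measured genes. Camera with an estimated correlation and fry were run beside it. The lists covered the HR and LR panels of the study and its SSC12 QTL genes, 17 further themes and 18 sets of cell type markers. The themes were glucocorticoid and CRH signalling, immediate early genes, glutamate receptors, GABA receptors and synthesis, monoamine signalling, synaptic vesicle and presynapse, TGF-beta and BMP signalling, semaphorin and reelin signalling, oxidative phosphorylation, cytosolic ribosomal proteins, small nucleolar RNAs, cholesterol synthesis, circadian clock, heat shock and unfolded protein response, interferon response and inflammation, insulin and IGF signalling, and sex-linked genes. Genes of each chromosome were compared with all others by camera and by Fisher's exact test on the share with an unadjusted p under 0.05. The QTL interval was taken from the start of METTL16 to the end of ATP1B2, the outermost of the protein-coding genes that the study places in the QTL region. Small RNAs that the study also places there did not set it, so the interval may leave out a part of that region. Discrimination of the groups was measured with sparse partial least squares discriminant analysis (sPLS-DA) in mixOmics 6.26.0, with 2 components of 25 and 15 probe sets and the balanced error rate over 50 repeats of 10-fold cross-validation, the selection being repeated inside each fold. Correlations across arrays used 100000 permutations.

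Named genes followed a rule fixed before the data were examined. It took the probe sets with 1 symbol that passed the adjusted threshold, filled to 10 per direction with the smallest unadjusted p, then the panel genes that the study's text names for the hippocampus, the SSC12 QTL genes, and up to 4 members of each list with the smallest p plus the brightest member of each cell type list. Genes outside it are said to have been chosen after their values were seen. 1 gene that the rule names is not reported here. For a gene with several probe sets the brightest was used, except for the genes of the first part, where the probe set with the smallest p was used.

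The tests were tested on simulated data before use. For HR against LR over 23861 probe sets, 77 of 100 probe sets changed by 0.5 log2 and 98 of 100 changed by 1 log2 were recovered, with 9 false calls in all. The simulation used 1 random order of the arrays with the group differences taken out first. Its changed probe sets also ease the adjusted threshold. The recovery therefore does not show that differences of these sizes are absent where no probe set passes. Alternatives covered the filter, a second normalization, centring, array weights, each array left out in turn, other tests and thresholds, 1 probe set per gene or the mean of its probe sets, and covariates for the first principal component, the title number and the choroid plexus markers. A planned covariate, the XIST level, could not be used because no probe set carried that name in the annotation used here. Alternatives added after the data were seen were the GC-rich background control probe sets and a KDM6A probe set as covariates, the first component and the title number as covariates in some further comparisons, a filter on background control probe sets, and leaving out the 2 arrays at the ends of the first component. Small RNA sequencing of the same animals and the other tissues of the study were not analysed here.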

Results

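The data are 20 hippocampus transcript profiles, 10 from HR and 10 from LR pigs. The groups are extremes of early-life coping behavior in the backtest, in which a piglet is laid on its back and its struggling is recorded. Arrays were alike in most of the signal, with correlations between 2 arrays of 0.844 to 0.988 and a median of 0.969. The first principal component held 48.0% of the variance and had a mean of 8.41 ± 31.2 in HR and -8.41 ± 27.0 in LR (SD, n = 10 each), a difference that did not pass a permutation test (p = 0.213, adjusted p = 0.292 over 5 array measures). GC-rich background control probe sets, which match no pig transcript, were lower in HR at 7.31 ± 0.20 against 7.50 ± 0.20 (permutation p = 0.0474, adjusted p = 0.118). The number in the sample title was higher in HR, with a mean of 2863 ± 109 against 2601 ± 225 (permutation p = 0.00082, adjusted p = 0.0041). No 2 arrays were near copies, since the smallest SD of the log2 differences between 2 arrays was 0.224.

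The first comparison asked which transcripts differed between HR and LR hippocampus. CXCL12, the chemokine that binds CXCR4, was higher in HR by 0.53 ± 0.09 log2 (SE), with 7.63 ± 0.18 in HR and 7.09 ± 0.23 in LR (SD, n = 10 each), a fold of 1.45 (p = 8.71e-06, adjusted p = 0.126), and 10 of 10 HR arrays lay above the LR median. AGXT2, a mitochondrial aminotransferase, differed by -1.67 ± 0.30 log2, with 4.87 ± 0.92 in HR and 6.54 ± 0.47 in LR (p = 1.06e-05, adjusted p = 0.126). MPDU1, which is needed for the use of dolichol-linked mannose in glycan synthesis, differed by -0.60 ± 0.11 log2, with 7.83 ± 0.24 in HR and 8.43 ± 0.30 in LR (p = 2.7e-05, adjusted p = 0.214). For both genes 10 of 10 HR arrays lay below the LR median. The HR mean of AGXT2 lay below the filter level of 5.53, where RMA may draw small differences together, so no fold is given. Its values nonetheless varied more in HR than in LR. With limma, 0 of 23861 probe sets passed the adjusted threshold of 0.05 and 0 passed 0.10, while the number of probe sets at unadjusted p under 0.05 was 2750 against 1193 expected by chance. The exact Wilcoxon test gave 0 and 2294. With the title number as a covariate the 2750 became 675, with the GC-rich background level 1654, with the choroid plexus markers 4517, with array weights 5611, without HR replicate 1 4497 and without the 2 arrays at the ends of the first component 1738. The difference of MPDU1 was -0.34 with the title number and -0.36 with the GC-rich background level.

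The other genes filled in by the smallest p did not pass the adjusted threshold either (adjusted p = 0.275 for each). Higher in HR were EP300, a histone acetyltransferase, by 0.45 ± 0.09, TNRC6C, a scaffold of microRNA-guided silencing, by 0.46 ± 0.10, the RNA-binding protein gene STRBP by 0.40 ± 0.09 and the zinc finger gene ZNF652 by 0.51 ± 0.11 (SE, n = 10 each). The Golgi nucleotide phosphatase gene IMPAD1 was higher by 0.57 ± 0.13 and was higher by 0.33 to 0.57 in each of its 4 probe sets. FBXL20 (0.29 ± 0.07), TMEM55A (0.40 ± 0.09), EVI2B (0.35 ± 0.08) and LDB3 (0.48 ± 0.11) completed this direction. Lower in HR were the immunoproteasome gene PSMB8 with -0.71 ± 0.15, WSCD1 with -0.40 ± 0.09, ADAMTS13, which cleaves von Willebrand factor, with -0.26 ± 0.06, and the lymphocyte factor IKZF3 with -0.34 ± 0.08. The cardiac actin gene ACTC1 (-0.46 ± 0.11), RPL36AL (-0.35 ± 0.09), the dipeptidase gene DPEP1 (-0.36 ± 0.09) and the D-lactate dehydrogenase gene LDHD (-0.36 ± 0.09) followed. Other probe sets of a gene disagreed in some cases: those of CXCL12 differed by 0.02 to 0.14, those of LDB3 by 0.01, and the second probe set of EP300 by 0.21. The brightest probe set of TNRC6C differed by 0.09 ± 0.06 (p = 0.145) and the remaining one by 0.30. The other probe sets of PSMB8 differed by -0.31 to -0.03, those of ACTC1 by -0.21 to 0.04, those of ADAMTS13 by -0.12 and 0.05, those of RPL36AL by -0.18 and 0.08, and those of DPEP1 by -0.37 and 0.05. The mean of 1 group lay below 5.53 for STRBP, PSMB8 and LDHD. That level is the median of all probe set means and not a detection limit. EP300, TNRC6C, LDB3, ADAMTS13 and IKZF3 lay little above it, with means over all arrays of 5.76 to 5.95, and may also be near the background. WSCD1 was lower in each of its 6 probe sets, with differences from -0.40 to -0.16.

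Of the 2750 probe sets with an unadjusted p under 0.05, 1857 were higher and 893 lower in HR (67.5% higher), with a median size of 0.26 log2. Of all 23861 probe sets 45.9% had a higher mean in HR. The count past the adjusted threshold rose from 0 to 947 with array weights, to 110 without HR replicate 1, to 1 without LR replicate 7, LR replicate 9 or HR replicate 4, and to 2 (CXCL12 and AGXT2) with 1 probe set per gene. With the first component as a covariate 1 probe set passed, MPDU1, and the share higher in HR was 54.8%, with 1771 higher and 1459 lower.

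**Figure D1:**
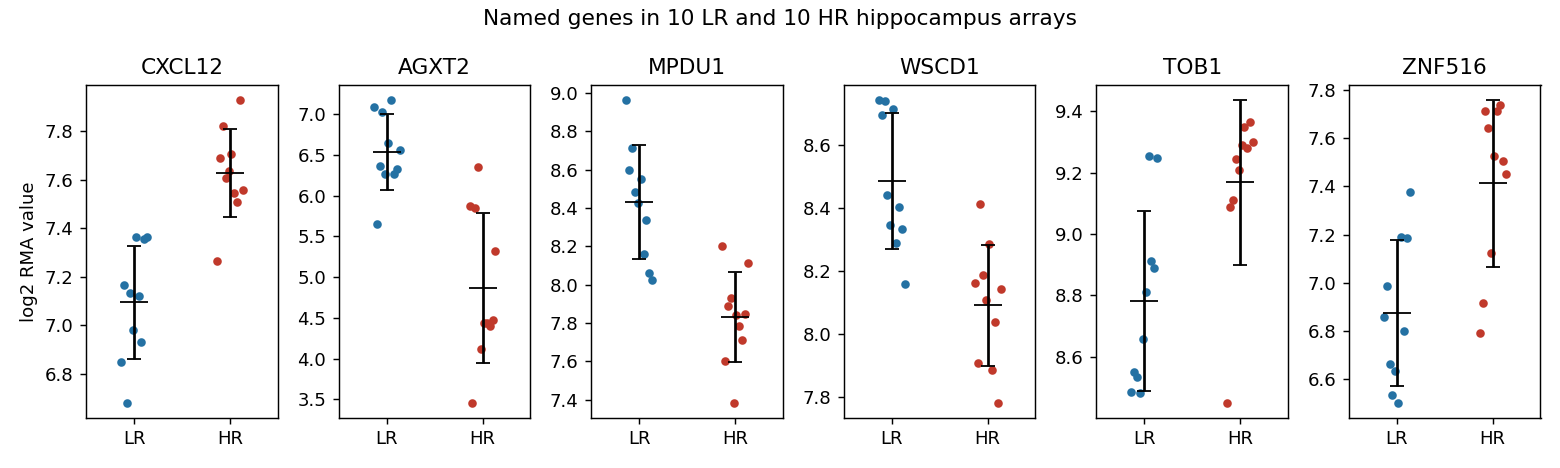
Log2 RMA values of 6 named genes in 10 LR and 10 HR arrays, 1 dot per array, with the mean (horizontal mark) and SD (bars). CXCL12, TOB1 and ZNF516 had higher means in HR, and AGXT2 (4.87 against 6.54), MPDU1 and WSCD1 lower ones.

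The study's hippocampus panel was examined gene by gene. Of the panel genes named for the hippocampus, ZNF516 was higher in HR by 0.54 ± 0.14 log2 (SE, p = 0.000644), HIPK2, a kinase that acts on transcription factors, by 0.45 ± 0.16 (p = 0.00961), TOB1, an antiproliferative factor, by 0.39 ± 0.12 (p = 0.00386) and MCCC2, a leucine-degrading carboxylase subunit, by 0.30 ± 0.10 (p = 0.00771). For these 4 genes 9 of 10 HR arrays lay above the LR median. The nuclear receptor gene NR2F2 was higher by 0.27 ± 0.10 (p = 0.0120) and SOBP by 0.15 ± 0.07 (p = 0.0445). Of NR2F2, 2 other probe sets differed by 0.56 and 0.99, and 2 below the filter by -0.16 and 0.37. PAPOLG differed by 0.04 ± 0.19 (p = 0.822), within the spread of the arrays. For KAL1, TCEB3 and C18orf1 no probe set carries the name in the annotation used here. Of ZNF516 the 3 other probe sets differed by -0.14 to 0.13 and so did not share the difference.

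Of 22 measured panel genes, 12 had an unadjusted p under 0.05, each higher in HR, and 0 passed over all probe sets (limma). PAPOLG is in neither the HR nor the LR list used here and is not among the 22. Adjusted over the list alone 11 passed, which is not independent evidence because the study chose the panel on these animals. All 12 belonged to the 16 genes of the HR panel, among them GET4 (0.43 ± 0.10), CEBPG (0.34 ± 0.10), SAMD4A (0.33 ± 0.10) and PPP2R5A (0.42 ± 0.14). UBL3 was the brightest of them (0.36 ± 0.14). TNRC6C entered the panel with its brightest probe set and did not have an unadjusted p under 0.05. SELP (-0.11 ± 0.14), RHOA (-0.16 ± 0.11) and SOX8 (-0.04 ± 0.08) had negative differences and did not have an unadjusted p under 0.05. In the LR panel 0 of 6 genes had an unadjusted p under 0.05, with differences of 0.18 ± 0.14 for METTL16, -0.08 ± 0.08 for ST5, -0.04 ± 0.06 for ATP5C1 and 0.06 ± 0.12 for CNKSR2. Only 2 of the 6, ST5 and ATP5C1, were lower in HR, the direction of that panel. The study selected its transcripts jointly with small RNAs and gave direction by group medians. The brightest probe set, compared here by means, need not be the one it selected, so the comparison is not like for like. METTL16 was higher in HR in each of its 4 probe sets, by 0.03 to 0.18. With the title number as a covariate 3 panel genes had an unadjusted p under 0.05, and with the GC-rich background level 7.

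Gene lists were compared to see whether functional groups moved together. Cytosolic ribosomal protein transcripts fell in HR by camera, with a mean difference of -0.13 log2 over 52 genes, 48 lower and 4 higher (adjusted p = 7.75e-11). That call was lost with the 2 other set tests (adjusted p = 0.725 with an estimated correlation and adjusted p = 0.132 with fry) and held by camera with each covariate run for it and each array left out. The mean was -0.08 with the title number and -0.06 with the GC-rich background level as a covariate. Within this list 18 genes had an unadjusted p under 0.05, each lower in HR, 0 passed over all probe sets, and adjusted over the list alone RPL26 passed (-0.28 ± 0.07, SE). RPL21 (-0.21 ± 0.07), RPS6 (-0.21 ± 0.07) and RPL6 (-0.23 ± 0.08) were lower at unadjusted p only. The list mean was 8.98 ± 0.12 in HR and 9.10 ± 0.09 in LR (SD, n = 10 each), and it went down as the first component went up (r = -0.671, permutation p = 0.00141, rho = -0.716, permutation p = 0.00064, adjusted p = 0.00317 and 0.0018 over 18 relations). Within HR r was -0.626 (p = 0.0504), within LR -0.665 (p = 0.0324), and without the 2 farthest arrays -0.651.

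The HR panel of the study rose in HR, with a mean of 0.25 log2 over 16 genes (camera adjusted p = 6.87e-09, adjusted p = 0.267 with an estimated correlation, fry adjusted p = 0.0160), and the LR panel did not pass (mean 0.03, adjusted p = 0.841). The study chose this panel on these animals and groups, so its small p by camera or fry is not independent evidence. The mean of the HR panel was 0.12 with the title number and 0.16 with the GC-rich background level as a covariate. Camera made these 2 calls among 36 lists, and with an estimated correlation 0 lists passed. Fry also called 2 lists, the HR panel and the SSC12 QTL genes (adjusted p = 0.000658, mean -0.20 over 3 genes). Fry tests whether genes of a list move one way on balance and does not compare the list with other genes.

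No other theme passed camera. Among the immediate early genes, which respond to neuronal activity, NR4A2 was higher by 0.34 ± 0.09 (p = 0.00144, 10 of 10 HR arrays above the LR median) and the only 1 of 13 to pass adjusted over the list alone (adjusted p = 0.0188), while NR4A3 (0.12 ± 0.07), ARC (-0.17 ± 0.12) and EGR4 (-0.15 ± 0.11) did not (camera adjusted p = 0.736). In semaphorin and reelin signalling the reelin receptor gene LRP8 (0.40 ± 0.10) and SEMA5A (0.29 ± 0.08) passed adjusted over the list alone (adjusted p = 0.0136 each), and SEMA6A (0.27 ± 0.11) and DAB1 (0.20 ± 0.10) did not (camera adjusted p = 0.547 over 32 genes). In insulin and IGF signalling IGF1R (0.21 ± 0.07), FOXO3 (0.24 ± 0.08), FOXO1 (0.30 ± 0.11) and IRS2 (0.22 ± 0.08) were each higher at unadjusted p, with 0.0598 to 0.0944 adjusted over the list alone (camera adjusted p = 0.547 over 23 genes). TGF-beta and BMP signalling held ID4 (0.22 ± 0.08), ID2 (0.16 ± 0.06) and ID3 (-0.25 ± 0.12) beside TOB1 (camera adjusted p = 0.547 over 35 genes).

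The stress-related list of glucocorticoid and CRH signalling had a mean of -0.05 over 20 genes (camera adjusted p = 0.498), with TSC22D3, a glucocorticoid-induced gene, at -0.17 ± 0.06 (p = 0.0147), ERRFI1 at -0.24 ± 0.10, AVP, which encodes vasopressin, at -0.20 ± 0.09 and SLC2A1 at -0.20 ± 0.10. None of these passed adjusted over the list alone (adjusted p = 0.26 to 0.276). Neurotransmitter lists did not pass camera, namely glutamate receptors (mean 0.01, adjusted p = 0.903, with GRIA1 at 0.17 ± 0.13), GABA receptors and synthesis (mean 0.01, adjusted p = 0.825, with GABBR2 at 0.12 ± 0.06), monoamine signalling (mean -0.04, adjusted p = 0.547, with DRD2 at -0.24 ± 0.09) and synaptic vesicle and presynapse (mean -0.03, adjusted p = 0.747, with SNAP25 at 0.21 ± 0.08). Oxidative phosphorylation had a mean of -0.04 (adjusted p = 0.365), with NDUFC1 at 0.36 ± 0.11 and COX5B at -0.19 ± 0.09. Cholesterol synthesis (mean -0.0022, adjusted p = 0.799, with CYP51A1 at 0.23 ± 0.14), the circadian clock (mean -0.01, adjusted p = 0.732, with HLF at 0.44 ± 0.19), heat shock and unfolded protein response (mean -0.03, adjusted p = 0.498, with DDIT3 at -0.16 ± 0.06) and interferon response and inflammation (mean -0.02, adjusted p = 0.732, with OAS1 at -0.63 ± 0.20) did not pass. For small nucleolar RNAs 0 genes were named in the annotation used here, and of the sex-linked genes 1 was measured, EIF1AY, at 0.46 ± 0.22 (p = 0.0457), so neither list was tested. EIF1AY was at 9.03 ± 0.53 in HR and 8.57 ± 0.55 in LR (SD, n = 10 each). No sex difference between the groups can be read from it. Sex is not given, and a KDM6A probe set with 2 separate sets of values was high in 5 HR and 5 LR arrays.

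Markers of the cell types in and around the hippocampus did not pass camera in any of the 18 sets. Neuron markers had a mean of 0.08 over 9 genes (adjusted p = 0.498), with NEFM at 0.48 ± 0.18 (SE) and SYT1, the brightest, at 0.03 ± 0.09. Interneuron markers (mean -0.06, adjusted p = 0.547) held PVALB at -0.28 ± 0.11, and CCK, the brightest, at -0.12 ± 0.08. Dentate granule cells (mean 0.06, adjusted p = 0.547, with STXBP6 at 0.13 ± 0.10), pyramidal cells (mean -0.04, adjusted p = 0.547, with CPNE4 at 0.07 ± 0.10), neocortical layers (mean 0.07, adjusted p = 0.435, with TLE4 at 0.15 ± 0.06), thalamus and epithalamus (mean 0.02, adjusted p = 0.732, with PCP4 at 0.03 ± 0.13) and striatum and amygdala (mean -0.03, adjusted p = 0.799, with PENK at -0.13 ± 0.10) did not pass. Astrocyte (mean 0.02, adjusted p = 0.911, with SLC1A3 at 0.18 ± 0.11), oligodendrocyte (mean 0.07, adjusted p = 0.732, with MBP at 0.03 ± 0.05), oligodendrocyte precursor (mean -0.02, adjusted p = 0.841, with PTPRZ1 at 0.14 ± 0.16) and microglia markers (mean -0.07, adjusted p = 0.547, with C1QC at -0.12 ± 0.16) did not pass either. The same held for T and B lymphocytes (mean -0.09, adjusted p = 0.732, with CD4 at -0.04 ± 0.09), endothelium (mean 0.07, adjusted p = 0.732, with FLT1 at 0.04 ± 0.05), pericytes and smooth muscle (mean -0.05, adjusted p = 0.732, with RGS5 at -0.07 ± 0.20), meninges and fibroblasts (mean 0.06, adjusted p = 0.732, with LUM at 0.45 ± 0.16), ependyma (mean 0.08, adjusted p = 0.930, with CCDC39 at 0.44 ± 0.19) and blood cells (mean -0.02, adjusted p = 0.830, with HBB at -0.13 ± 0.18). Choroid plexus markers varied most between arrays, with 7.96 ± 0.40 in HR and 7.78 ± 0.35 in LR (SD, n = 10 each, camera adjusted p = 0.435), and KCNJ13 differed by 0.49 ± 0.29.

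**Figure D2:**
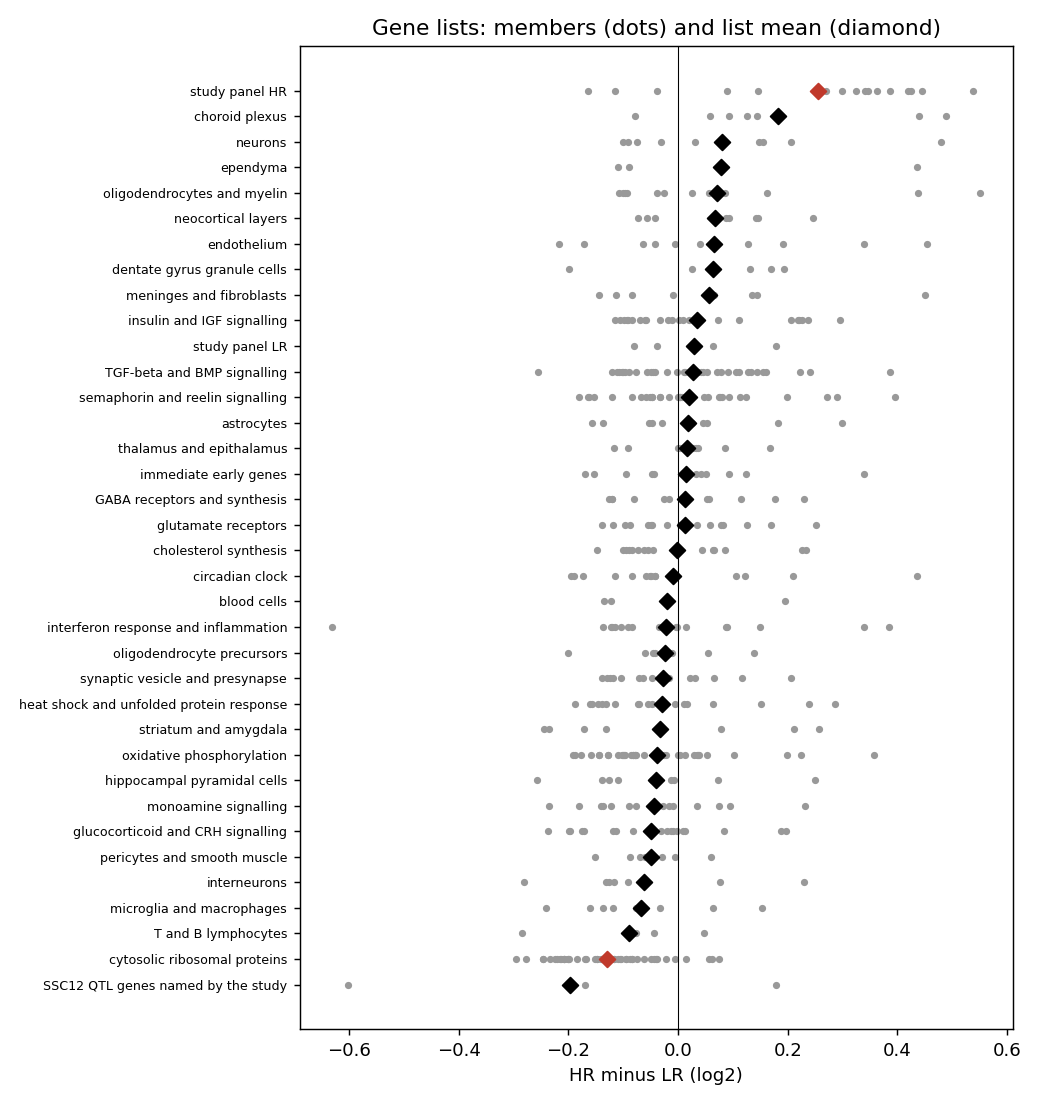
HR minus LR (log2) of the members of each tested gene list (grey dots) and the list mean (diamond), 1 probe set per gene. The 2 lists called by camera are in red, the HR panel of the study (mean 0.25, chosen on these animals) and cytosolic ribosomal proteins (mean -0.13).

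SSC12 carries the coping behavior QTL, and genes there were compared with the rest of the genome. MPDU1 (chromosome 12, 52878924 to 52882854, Sscrofa 11.1) was lower in HR by the values given above. ATP1B2, a beta subunit of the sodium pump, lies at 52925697 to 52932638 and differed by -0.17 ± 0.07 log2 (SE, p = 0.0271, adjusted p = 0.385), and 9 of 10 HR arrays lay below the LR median. METTL16, an RNA methyltransferase gene at 48491254 to 48567253, differed by 0.18 ± 0.14 (p = 0.218). The SSC12 QTL genes had a camera adjusted p of 0.227, and 2 of 3, MPDU1 and ATP1B2, passed adjusted over the list alone. All are genes the study named on these animals and associated with the LR group. It put forward MPDU1 and ATP1B2 for the adrenal gland, a tissue not analysed here, so the hippocampus values are not a like comparison. The list passed camera with the first component (mean -0.19, adjusted p = 0.00925) and with the GC-rich background level as a covariate (mean -0.19, adjusted p = 0.000643), and did not with the title number (adjusted p = 0.0568), with the KDM6A probe set (adjusted p = 0.250) or without the 2 arrays at the ends of the first component (adjusted p = 0.0546). MPDU1 also had a probe set below the filter, which differed by -0.09 ± 0.10 (SE, p = 0.388).

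Between METTL16 and ATP1B2, 80 of 179 annotated genes were measured. Of these 12 had an unadjusted p under 0.05, 7 higher and 5 lower in HR, a share of 15% against 10.5% elsewhere (odds ratio 1.51, 95% CI 0.742 to 2.83, Fisher's exact p = 0.197). Adjusted over the list alone MPDU1 (adjusted p = 0.00216) and WSCD1 (adjusted p = 0.0107, 51152568 to 51198302) passed. XAF1, a proapoptotic gene, was higher by 0.37 ± 0.11 (p = 0.0034), and PLD2, a phospholipase D, differed by -0.24 ± 0.10 (p = 0.0185). Both were chosen after their values were seen. On the whole of SSC12, 66 of 673 genes (9.81%) had an unadjusted p under 0.05 against 10.5% elsewhere (odds ratio 0.923, 95% CI 0.699 to 1.20, Fisher's exact p = 0.602). The mean difference was -0.03 log2 (camera p = 0.00179, adjusted p = 0.0341 over 19 chromosomes), and p = 0.431 with an estimated correlation. Chromosomes 8 and 11 were higher in HR by camera (adjusted p = 0.0499 each, with p = 0.279 and p = 0.115 with an estimated correlation). The SSC12 odds ratio was 0.802 without HR replicate 1 (p = 0.0477) and above 1 without LR replicate 4 (1.03), HR replicate 6 (1.096) or HR replicate 10 (1.01), and the QTL interval odds ratio was 1.96 without LR replicate 6 (p = 0.0395) and 1.85 without HR replicate 10 (p = 0.0287). The mean of SSC12 turned to 0.02 with the title number or the GC-rich background level as a covariate.

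**Figure D3:**
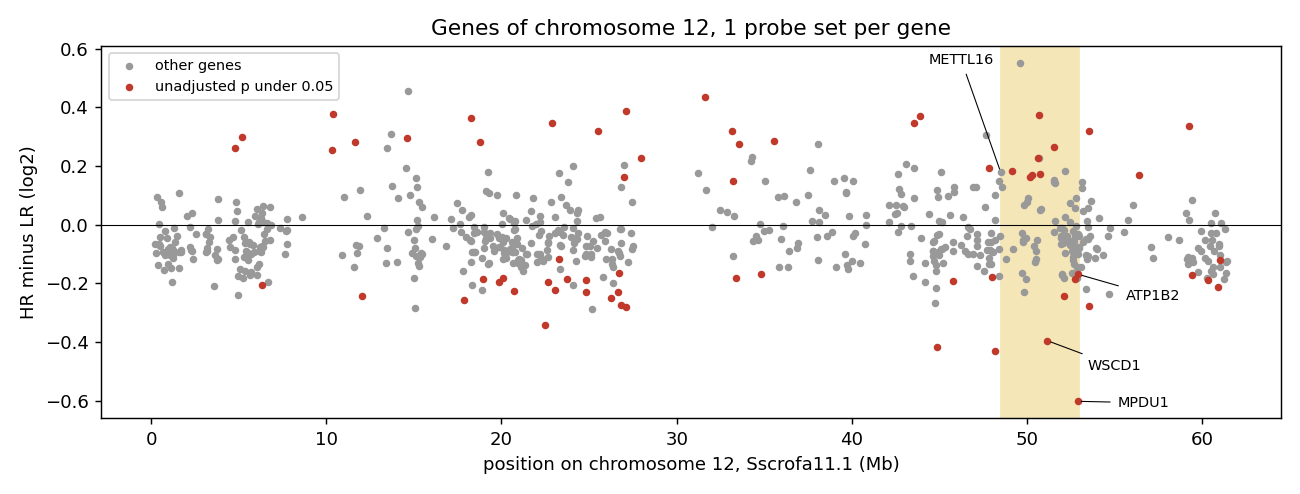
HR minus LR (log2) of 673 genes along chromosome 12 (Mb, Sscrofa 11.1), with genes of unadjusted p under 0.05 in red and the interval from METTL16 to ATP1B2 shaded. MPDU1 (-0.60) lies at the end of the interval next to ATP1B2 (-0.17), and WSCD1 (-0.40) inside it.

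The last comparison, the discrimination of HR and LR by sPLS-DA, asked how well the transcripts told the groups apart. The balanced error rate was 24.3% ± 4.04 (SD over 50 repeats), between 20% and 35%. Component 1 took 25 probe sets, led among named genes by CXCL12, AGXT2, MPDU1, ADAMTS13, FBXL20 and EP300, and 2 of its 16 genes with a name belonged to the study's panel. Component 2 took 15 probe sets and 0 panel genes. The error was 30.3% with 10 probe sets per component, 20% with 1 array left out at a time and 33% without the 2 arrays at the ends of the first principal component.

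**Figure D4:**
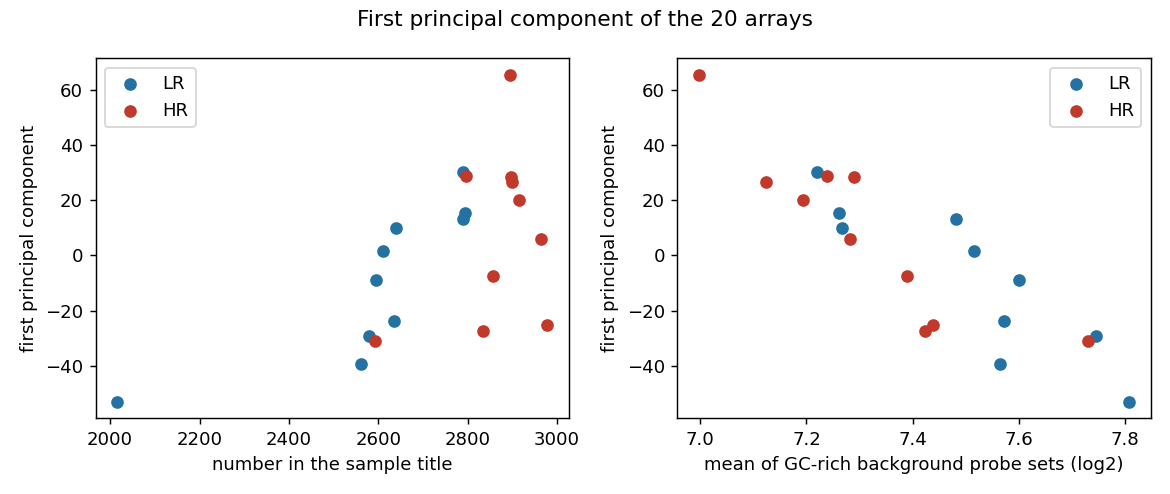
First principal component of the 20 arrays (arbitrary units) against the number in the sample title and against the mean of the GC-rich background probe sets (log2), LR in blue and HR in red, 1 dot per array. The component fell with the background level (r = -0.887) and rose with the title number (r = 0.618).

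The first component was related to the GC-rich background level with r = -0.887 and rho = -0.871 over 20 arrays (permutation p = 1e-05 for both, the smallest the permutations can give, adjusted p = 0.00018 and 9e-05 over 18 relations). It held within HR (r = -0.895) and LR (r = -0.878), and without the 2 farthest arrays r was -0.821. The relation to the title number (r = 0.618, permutation p = 0.00314, rho = 0.571, permutation p = 0.00961, adjusted p = 0.00565 and 0.0173) was found in LR (r = 0.805, rho = 0.952) and did not pass in HR (r = 0.327, permutation p = 0.370). Without the 2 farthest arrays r was 0.434. MPDU1 went down with the title number (r = -0.811, permutation p = 2e-05, rho = -0.830, permutation p = 1e-05, adjusted p = 0.00018 and 9e-05), and r was -0.755 without the 2 farthest arrays. Within LR r was -0.825, and in HR the relation did not pass (r = -0.321, permutation p = 0.350, rho = -0.0545, permutation p = 0.890).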

Values the study reported

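The study kept 9,769 mRNAs for the hippocampus after its filters. It included 19 mRNAs in the hippocampus network at the cutoff of 0.8. Correlations between the RNA types in the hippocampus were given as 0.70 to 0.86.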

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

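No test in this part was chosen after the result was seen. Single arrays far from the others of their group were searched for in 138 groups of 10 values, and 7 were found where chance gives 6.9, so their number is no more than chance. HR replicate 1 was low in 4 of them. Its TNRC6C value was 5.67 log2 against a nearest HR array of 6.06 and a mean of 6.24 in the others. TOB1 was 8.45 in the same array, with 9.09 as the nearest and 9.25 as the mean of the others, and HIPK2 was 8.02, with 8.86 and 9.08. The mean of the HR panel of the study, which holds TOB1, HIPK2 and another probe set of TNRC6C, was 7.94 there, with 8.23 and 8.36. All 4 values lay below the LR means, which were 5.72 for TNRC6C, 8.78 for TOB1, 8.53 for HIPK2 and 8.07 for the panel. HR replicate 1 was also the only HR array with a title number inside the LR range. Its GC-rich background level was 7.73, against means of 7.31 in HR and 7.50 in LR. Whether its low values go with the title number or the background was not tested.

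The mean of the SSC12 QTL genes was 8.92 in LR replicate 4, with 9.02 as the nearest LR array and 9.06 as the mean of the others. Oxidative phosphorylation genes had a mean of 8.94 in LR replicate 9, with 9.11 and 9.14. Pyramidal cell markers had a mean of 8.17 in HR replicate 9, with 8.23 and 8.28.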

How the results depend on the processing

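Tests chosen after the data were seen are those with the GC-rich background level, the KDM6A probe set, the background filter or without the 2 arrays at the ends of the first component, those of SSC12 with the first component or the title number and that of the study panel with the first component. The KDM6A probe set as a covariate changed no call of the genes, lists and panel it was run for. Unless stated, the cause was not tested. The count past the adjusted threshold was 0 and became 947 with array weights, 2 with 1 probe set per gene and 1 with the first component as a covariate. Leaving out 1 array gave 0 to 110, the 110 without HR replicate 1, and 1 without LR replicate 7, LR replicate 9 or HR replicate 4. Without HR replicate 1 every HR array had a higher title number than any LR array. The rise to 110 therefore cannot tell the group from a trend along the title number. Other splits of the arrays also gave calls with array weights (see the chance tests among the other observations).

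The 2750 probe sets at unadjusted p under 0.05 became 4495 with no filter, 1353 with the brightest 20%, 750 of 5167 with the background filter and 1110 with 1 probe set per gene, where the number of probe sets tested differs. The count was 5611 with array weights, 4517 with the choroid plexus covariate, 675 with the title number, 1654 with the GC-rich background level, 1738 without the 2 end arrays and 1888 (without LR replicate 1) to 4497 (without HR replicate 1) with 1 array left out. The share higher in HR, 67.5%, was 54.8% with the first component, 57.3% with the title number, 51.6% with the GC-rich background level and 59.9% to 71.7% with 1 array left out.

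The 2 lists called by camera became 4 with the first component, 5 with the GC-rich background level, 0 with an estimated correlation and 0 with fry's mixed test. Each left-out array gave 2. The 12 panel genes at unadjusted p under 0.05 became 3 with the title number and 7 with the GC-rich background level, and 11 to 12 with 1 array left out.

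The SSC12 odds ratio of 0.923 was 1.02 with no filter, 1.01 at an unadjusted p under 0.01, 1.01 with the GC-rich background level and 1.26 with the title number, so it turned, and 0.752 with array weights and 0.774 with the first component, where it passed. Leaving out 1 array gave 0.802 (without HR replicate 1, where it passed, p = 0.0477) to 1.096, and it turned without LR replicate 4 (1.03), HR replicate 6 (1.096) and HR replicate 10 (1.01). The QTL interval odds ratio of 1.51 was 2.15 with the GC-rich background level and 1.188 to 1.96 with 1 array left out (it passed without LR replicate 6, 1.96, p = 0.0395, and without HR replicate 10, 1.85, p = 0.0287). The SSC12 mean of -0.034 had p = 0.431 with an estimated correlation, was -0.0058 without the 2 end arrays, turned to 0.021 with the GC-rich background level, 0.0050 with the first component and 0.024 with the title number, and was -0.044 to -0.018 with 1 array left out. The error in the discrimination of HR and LR by sPLS-DA, 24.3%, was 30.3% with 10 probe sets per component, 20% with 1 array left out at a time and 33% without the 2 end arrays.

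Of 993 pairs of a named gene and an alternative, 940 kept direction and stayed short of the threshold, 44 passed it (24 with array weights, 16 without HR replicate 1) and 9 turned, in 2 genes. PAPOLG turned to -0.21 with the first component, -0.24 with the title number, -0.12 without the 2 end arrays, -0.29 with the GC-rich background level and -0.01 without LR replicate 1. With 1 array left out it ran from -0.064 without HR replicate 5 to 0.135 without HR replicate 3. METTL16 turned to -0.00033 with the first component, -0.11 with the title number and -0.12 with the GC-rich background level. The planned XIST covariate was not run because no probe set carried that name in the annotation used here. No paired analysis was possible because the replicate numbers only follow the order of the samples and no label pairs the animals. Probe sets near the array background have compressed differences, so small changes of dim transcripts were not detectable.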

Other observations

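Probe sets of KDM6A and EIF2S3, both on the X chromosome, each split the 20 arrays into 10 low and 10 high values, with low values up to 3.74 and high ones from 6.0 log2 for KDM6A, and the 2 genes split the 20 arrays alike. The high side held 5 HR and 5 LR arrays. TTR, the transthyretin gene that choroid plexus expresses strongly, ranged from 6.88 to 12.1 log2, with 10.3 ± 2.08 in HR and 9.89 ± 1.41 in LR (SD, n = 10 each). MicroRNA probe sets numbered 1858, of which 490 passed the filter. Of these 47 had an unadjusted p under 0.05, 3 higher and 44 lower in HR, and 0 passed adjusted over these alone. The share was no larger than that over all kept probe sets, 2750 of 23861. Whether the direction of the microRNA probe sets goes with the differences between arrays was not tested.

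Along the first component TTR, AGXT2, SLC2A11 and CPNE5 had the most negative loadings and PUM2, GNA13, SLC7A11 and PROX1 the most positive ones. Across 10284 genes the loading went with genomic length (rho = 0.421), and the HR minus LR differences went with the loading (rho = 0.706). The loadings and the differences come from the same arrays, and the group means differ on the component. A part of this last relation is therefore built in. Genes are not independent replicates, so no p is given.

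Tests chosen only after the result was seen are those with the first component for the number and direction of probe sets and for MPDU1, that of the second MPDU1 probe set and that of the smallest p of any list. Whether chance can be excluded was asked with 100 splits of the arrays for each result. It cannot be excluded for the 2750 probe sets at unadjusted p under 0.05, which 13 of the 100 splits reached (highest of the others 6301), for the 2 lists, reached by 43 (highest 6), or for the 947 with array weights, reached by 10 (highest 6622). Nor can it be for the SSC12 camera p of 0.00179, reached by 30 (smallest of the others 1.39e-05), the QTL interval odds ratio of 1.51, reached by 32 (highest 6.60), or the sPLS-DA error of 23% with 5 repeats, reached by 6 (lowest of the others 10%). A split with several times the real number of probe sets points to a structure among the arrays. For the 12 panel genes at unadjusted p under 0.05 the splits decide nothing, because the study chose the panel on these animals and groups (only the real split reached 12, 1 of 100, and the highest of the others was 10). Nor do they for the 0 past the adjusted threshold, which any split reaches.

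The first pattern is the excess of probe sets at unadjusted p under 0.05 and their tilt towards HR, where 67.5% were higher in HR against 45.9% of all kept probe sets. With the first component as a covariate 3230 were found, so taking it out did not remove the excess. That component held 48.0% of the variance, so taking it out can itself raise the count. The 3230 were not set against other splits fitted with it. With the GC-rich background level, which went with the component (r = -0.887), 1654 were left against 1193 expected by chance. Whether the gradient gave a part of the excess stays open. With the first component the share higher in HR went from 67.5% to 54.8%. This was mainly because probe sets lower in HR went from 893 to 1459, while those higher went from 1857 to 1771. With the GC-rich background level, a covariate chosen after the data were seen, 854 were higher and 800 lower, so little tilt was left. The tilt thus went with the background level. That level was itself lower in HR (permutation p = 0.0474, adjusted p = 0.118), so the covariate may also take out a group difference. Whether the gradient gave the tilt therefore stays open. With the title number as a covariate 675 were left, and 12 of 100 random covariates with the same correlation to the group left as few, so the title number and the group cannot be told apart here. Chance and a biological difference between HR and LR stay open.

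The second pattern is the lower level of ribosomal protein transcripts in HR. As small a camera p was given by 4 of 100 splits (real 2.15e-12, smallest of the others 4.62e-17), and by 4 when any list could give it, a share not corrected for the other results tested with splits, so chance is not firmly excluded. With the first component as a covariate the list kept a mean of -0.09, with camera p = 1.52e-10 at the preset correlation of 0.01. The estimated correlation of the list was 0.346, and the covariate was not run with it. The p therefore cannot settle whether that gradient is the whole cause. With the GC-rich background level the mean shrank from -0.13 to -0.06 (camera p = 8.77e-06), so hybridisation of GC-rich probes may account for a part, and how large a part could not be settled. The call also ended with an estimated correlation (adjusted p = 0.725) and with fry (adjusted p = 0.132), and a difference that goes with coping behavior was not tested apart from these.

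The third pattern is the lower MPDU1 level in HR. With the first component as a covariate MPDU1 differed by -0.46 ± 0.06 (SE, adjusted p = 0.0016, where the other covariates and array weights gave 0.00768 to 0.999), which argues against that gradient as the whole cause. With the title number it differed by -0.34 (95% CI -0.57 to -0.10) and with the GC-rich background level by -0.36 (95% CI -0.48 to -0.24, adjusted p = 0.0652). Both are less than the -0.60 without them, so each may go with a part. The 2 covariates were themselves related (r = -0.740 over 20 arrays, permutation p = 9e-05, adjusted p = 0.00054), so these parts may overlap. Within LR r was -0.729, and within HR the relation did not pass (r = -0.625, permutation p = 0.0712). Except for HR replicate 1, every HR array had a higher title number than any LR array. MPDU1 went with the number in LR (r = -0.825). In HR no relation was found (r = -0.321, rho = -0.0545), and r was 0.240 without the 2 farthest arrays. The fit therefore cannot settle whether the number gives the whole MPDU1 difference. A haplotype variant under the probes of 1 probe set is a candidate explanation that cannot be told apart from lower expression, because the other MPDU1 probe set, which differed by -0.0885 log2, was below the filter. A regulatory effect of the QTL haplotype, which the design gives as the biological explanation, stays open and untested.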
